A study of Homo sapiens with 4 samples. Its data were reported in "A MYC-ZNF148-ID1/3 regulatory axis modulating cancer stem cell traits in aggressive breast cancer" (2022).

How the data were processed

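ZNF148 is a zinc finger transcription factor. Its binding sites were mapped by BioChIP-seq in MDA-MB-231, an established human cell line of basal-like triple negative breast cancer. In BioChIP-seq the factor carries a short tag that the bacterial ligase BirA biotinylates in the cell, and streptavidin beads then recover the tagged factor with its cross-linked DNA. There were 4 samples per the labels: 2 repeats from cells with BirA and tagged ZNF148 (Bio-ZNF148), and 2 repeats from cells with BirA alone (BirA control). Samples were grouped by their titles. The experiment label of the Bio-ZNF148 samples carries a different ZNF number from their titles, and this conflict was not resolved.

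The authors mapped the reads to GRCh38 with Bowtie2 and called peaks with MACS2 at a q-value threshold. One peak list was analysed for the whole series. How the repeats were combined was not stated, so the list has no values per repeat. The list gave 3 deposited quantities that were used, and each is the peak's own value as the authors' caller gave it. The first is the fold enrichment, which the authors computed with MACS2 as a ratio of the ChIP pileup at the summit to the local control value, each with 1 added. The second is the deposited signal, the ChIP pileup at the summit after the caller rescaled it. The third is the deposited −log10 q value, called the score here. These were used to describe, rank or filter peaks within the list. There were 0 columns of values per sample to leave out. The list has no header, so the meaning of each column was taken from the values. The highest peak end on chromosome X, 155881388, lay inside the GRCh38 length of 156040895, and coordinates were read as counted from 1.

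Read totals per library were not analysed here, so depth was read from the list. The pileup values were whole multiples of a step of 0.223, which gave the number of ChIP fragments over each summit, with a median of 47 and a range from 18 to 264. The control value behind each peak followed from the fold and the pileup. Each rescaled unit held 4.48 ChIP fragments, so the ChIP was scaled down to a sparser control. At 7801 peaks (51.7%) the control value was at its genome-wide floor of 0.217, so folds and scores rest on few control fragments. The decoding was tested on 5000 simulated peaks and recovered 100% of their fragment counts. Shares carry 95% Wilson intervals and fragment numbers carry 95% exact Poisson intervals. Both cover counting error only. With one list and no values per repeat, no spread between replicates could be given for any value, and peaks are not biological replicates.

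Summits were placed against GENCODE release 44 in the order promoter (within 1 kb of a transcription start site, TSS, of any transcript of a protein-coding gene), exon, intron, upstream (up to 10 kb before a TSS) and intergenic. Exons and introns were those of protein-coding genes, so a summit in a non-coding gene could be intergenic in this scheme. Shares were compared with 1000 redraws of all summits on their own chromosomes outside assembly gaps, by a two-sided permutation test. The fold of promoter and other peaks was compared by a two-sided permutation test of the difference in medians with 100000 resamples.

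The string CCCTCCCC, read on both strands, was sought within 50 bp of each summit. Each peak was paired with 1 window of the same length, drawn at least 500 bp from any peak in the same promoter class and the same 2-point bin of GC content, and the shares were compared by a two-sided Fisher's exact test. All 15090 peaks had a matched window. The mean GC content was 65.6% in the peak windows and 65.6% in the matched windows. The share of string positions within 250 bp of a summit that lay within 50 bp of it was compared with a uniform spread by a two-sided exact binomial test. The other 7 strings of 7 C and 1 T served as controls of equal composition. Neighbouring strings of this set differ by a shift of 1 base, so a longer C-rich site can hold several, and they are not independent controls. Every 8-mer found in at least 20 windows was also compared, with Benjamini-Hochberg adjustment. The position and string steps were tested on simulated data: a planted promoter share of 40% was recovered as 41.3% over 2000 summits, and a planted string share of 20% as 20.6% over 3000 windows.

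The genes named were the 4 ID genes, 5 loci the study showed as examples (DDR1, BMP4, SMAD6, CDIP1 and PPP2R5A), ZNF148, ZNF281, MYC, and the nearest protein-coding gene of each of the 5 highest-ranked peaks. The peak at rank 4 is not reported here. A gene's best peak was the highest-ranked one with its summit within 5 kb of the gene body. Rank followed the score, with ties split by fold. Groups, tests, named genes and most alternatives were fixed before the data were examined. The alternatives changed score and fold thresholds, promoter width, the choice of TSS, the string window and background, and the gene window. An alternative with a further control fragment over each summit was chosen after seeing the data. Gene ontology terms were not analysed here. The work used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 with seed 148.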

Results

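To locate ZNF148 on chromatin in triple negative breast cancer cells, BioChIP-seq was done in MDA-MB-231 cells. There were 2 repeats with biotin-tagged ZNF148 and 2 repeats with the ligase BirA alone. Which of these libraries the peak caller compared was not stated. The authors' peak list held 15090 peaks on 23 chromosomes. The peaks covered 4136523 bp, with a median width of 230 bp (interquartile range 178 to 310, full range 134 to 1995). The fold enrichment given by the authors' caller had a median of 8.49 (interquartile range 6.51 to 12.2) and ran from 3.68 to 42.0. It was at least 10 in 5638 peaks (37.4%) and at least 20 in 1004 peaks (6.65%). The score, −log10 q, had a median of 9.86 and ran from 2.02 to 92.2. Scores were strongly tied, with 669 distinct values among all peaks, and 1327 peaks (8.79%) shared the value 5.26. No values per repeat were analysed, so none of the values below has a replicate error. The count moved most when 1 further control fragment was assumed over each summit, a setting chosen after seeing the data, which left 11895 peaks.

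The first comparison asked where ZNF148 sits relative to genes. Of the 15090 summits, 8163 lay within 1 kb of a TSS of a protein-coding gene, a share of 54.1% (95% Wilson interval 53.3 to 54.9). Summits redrawn on the same chromosomes gave a promoter share of 5.36% ± 0.174 (SD over 1000 redraws), so the observed share was 10.1 times higher (permutation test, two-sided, p = 0.001, the smallest that 1000 redraws can give). Introns held 20.6% of the summits (3103) against 39.2% of redrawn ones, and intergenic sequence held 18.04% (2722) against 48.2%. Exons held 2.37% (358) against 2.94%. The upstream class held 4.93% (744) against 4.35%. Each of these differences also had p = 0.001 in the permutation test. Promoters were assigned before the other classes, so a higher promoter share leaves fewer summits for the rest. The lower exon and intron shares therefore cannot by themselves tell whether ZNF148 avoids these classes. The ratio to the redraws was 1.13 for the upstream class, 0.806 for exons, 0.525 for introns and 0.374 for intergenic sequence. Outside promoters the fall was thus largest in intergenic sequence, and not in exons or introns. The promoter share moved most among the 1500 peaks with the highest scores, where 1078 lay in promoters, or 71.9% (95% Wilson interval 69.5 to 74.1). With 1 TSS per gene it was 37.3%, against 1.61% in the redraws.

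**Figure D1:**
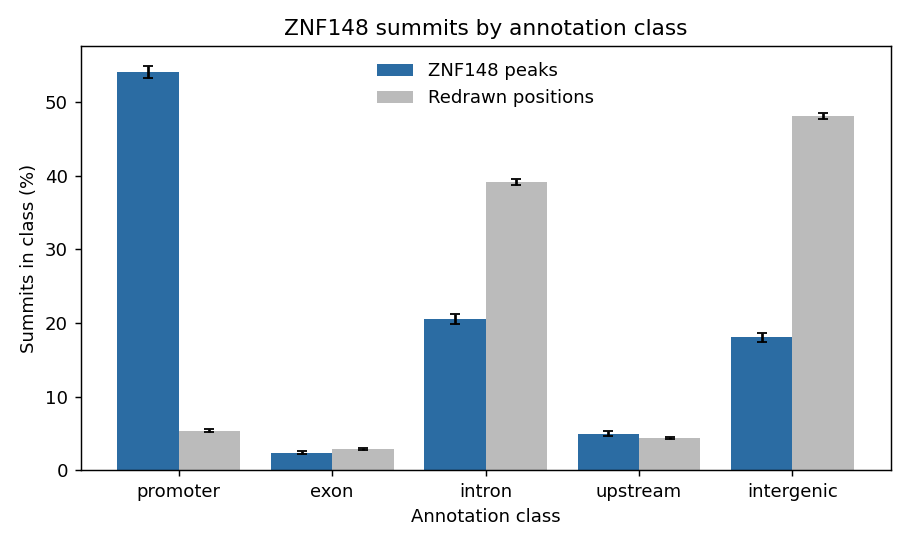
Share of summits (vertical axis, %) in 5 annotation classes (horizontal axis) for ZNF148 peaks (blue, bars with 95% Wilson intervals) and for redrawn positions (grey, mean with SD over 1000 redraws). The promoter class holds 54.1% of the peaks and 5.36% of the redrawn positions, while introns and intergenic sequence hold fewer peaks than redrawn positions.

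Peaks in promoters were stronger than the others in the same list. Their median fold was 9.09 (interquartile range 6.77 to 13.5, 8163 peaks) against 7.84 (6.33 to 10.8, 6927 peaks) elsewhere. The difference of 1.25 had p = 1e-05, the smallest that 100000 resamples of this two-sided permutation test can give. The quartile ranges overlapped widely. In all, 6625 of 19970 protein-coding genes (33.2%, 95% Wilson interval 32.5 to 33.8) had at least 1 promoter peak.

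The next comparison addressed the sequence at the binding sites. CCCTCCCC, a core of the site type known for ZNF148 and its relative ZNF281, lay within 50 bp of the summit in 4550 peaks, or 30.2% (95% Wilson interval 29.4 to 30.9). It was present in 734 of the matched windows, or 4.86% (4.53 to 5.22). The odds ratio was 8.44, and the p-value of the two-sided Fisher's exact test was below the smallest number the software can hold. The choice of background moved the ratio most: it was 58.8 against random windows not matched for GC content, and 5.80 against shuffles that kept dinucleotides. In promoters the string was found in 29.3% of peaks and 5.75% of matched windows, with an odds ratio of 6.79. Outside promoters it was found in 31.2% of peaks and 3.83% of matched windows, with an odds ratio of 11.4.

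The string was also centred on the summits. Of 9806 occurrences within 250 bp of a summit, 5134 lay within 50 bp of it, a share of 52.4% (95% Wilson interval 51.4 to 53.3) against 20.2% for a uniform spread. The p-value of the exact binomial test was again below the smallest number the software can hold. This test took occurrences as independent, although the same peak can hold several. All 8 strings of equal composition exceeded the uniform spread, so the p-value does not measure centring specific to CCCTCCCC. The CCCTCCCC share within 50 bp was 47.3% in promoter peaks and 59.8% in the others. The 7 strings of equal composition were centred to differing degrees, from 33.0% for CCCCCCCT to 62.3% for CCTCCCCC. CCTCCCCC exceeded the string fixed beforehand in both measures: it was present in 32.7% of peaks and 3.11% of matched windows, an odds ratio of 15.2. It equals CCCTCCCC shifted by 1 base where another C follows, so these strings can come from the same site. The odds ratio of CCCCTCCC was 6.81, and that of CCCCCCCT was 2.56. A scan of 23964 8-mers found 1007 more frequent in peaks than in matched windows and 1286 less frequent at an adjusted p under 0.05 (Fisher's exact test, Benjamini-Hochberg). CCCCTCCC, CCCTCCCC, CCTCCCCC, CTCCCCCA and GTGGGGGA all had Fisher's exact p-values below the smallest number the software can hold. Their order in the scan could thus not be told from p. CTCCCCCA was present in 16.2% of peaks and 1.75% of matched windows, an odds ratio of 10.8. For GTGGGGGA these values were 11.7%, 1.28% and 10.2.

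**Figure D2:**
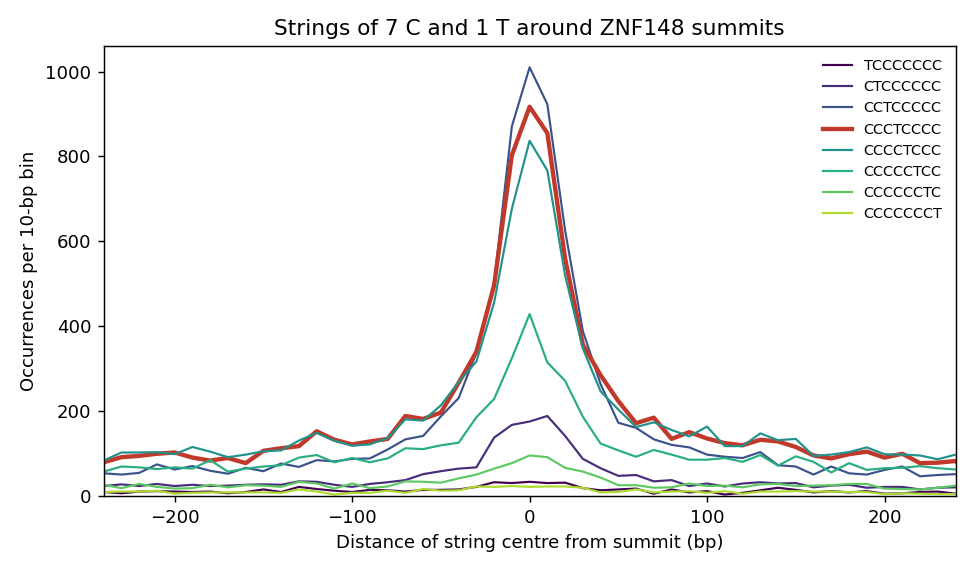
Occurrences per 10-bp bin (vertical axis) of the 8 strings of 7 C and 1 T against the distance of the string from the summit in bp (horizontal axis), over 15090 peaks, with CCCTCCCC as the thick red line. The lines of CCTCCCCC, CCCTCCCC and CCCCTCCC rise highest at the summit, and those of TCCCCCCC and CCCCCCCT stay lowest.

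The study picked ID3 as a candidate from binding scores together with expression changes. It then named ID1 and ID3 as repressed by ZNF148, based also on transcript levels after ZNF148 knockdown and overexpression. The peaks at the 4 ID genes were compared on GRCh38, which bears on the binding scores only. The best ID1 peak (chromosome 20, 31608566 to 31608849) had a fold of 12.0, a score of 16.6 and rank 3964. Its summit was intergenic, 2178 bp past the end of the gene (31605283 to 31606515, plus strand), and rested on 61 ChIP fragments (95% Poisson interval 46.7 to 78.4). The best ID4 peak (chromosome 6, 19838118 to 19838383) was in the promoter class, with its summit in an intron 847 bp after the start of the gene, and had a fold of 9.50, a score of 11.9, rank 5964 and 50 fragments (37.1 to 65.9). The best ID3 peak (chromosome 1, 23554649 to 23554827) had a fold of 7.21, a score of 7.72 and rank 9364, with 36 fragments (25.2 to 49.8). Its summit was intergenic, 3220 bp past the 3′ end of ID3 (23557926 to 23559501, minus strand). The best ID2 peak (chromosome 2, 8681526 to 8681694) was also in the promoter class, with its summit in an ID2 intron, and had a fold of 6.51, a score of 5.26, rank 11564 and 31 fragments (21.1 to 44.002). ID3 was thus in place 3 of the 4 genes by score. The fragment intervals of neighbouring genes in this order overlapped, and without replicates the order was not tested. The study gave a different order, with peak-calling scores less significant at ID1, ID2 and ID4 than at ID3. It also described ZNF148 binding over the body and promoter of ID3, and similarly at ID1, ID2 and ID4. The listed ID1 summits within 20 kb lay 889 and 2178 bp past the end of the gene, outside its promoter and body. The study counted fewer sites than this list holds, and whether it used this version of the list could not be told. The ID1 and ID3 results here therefore hold for this list only. No listed summit lay within 1 kb of ID3, and in that window ID1 fell to rank 11304, behind ID4. With a window of 20 kb, ID3 moved to place 2 through a stronger peak (23568240 to 23568465, fold 11.3, score 14.8), whose summit was in the upstream class, 8848 bp before the start of the gene. ID1 stayed ahead of it.

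**Figure D3:**
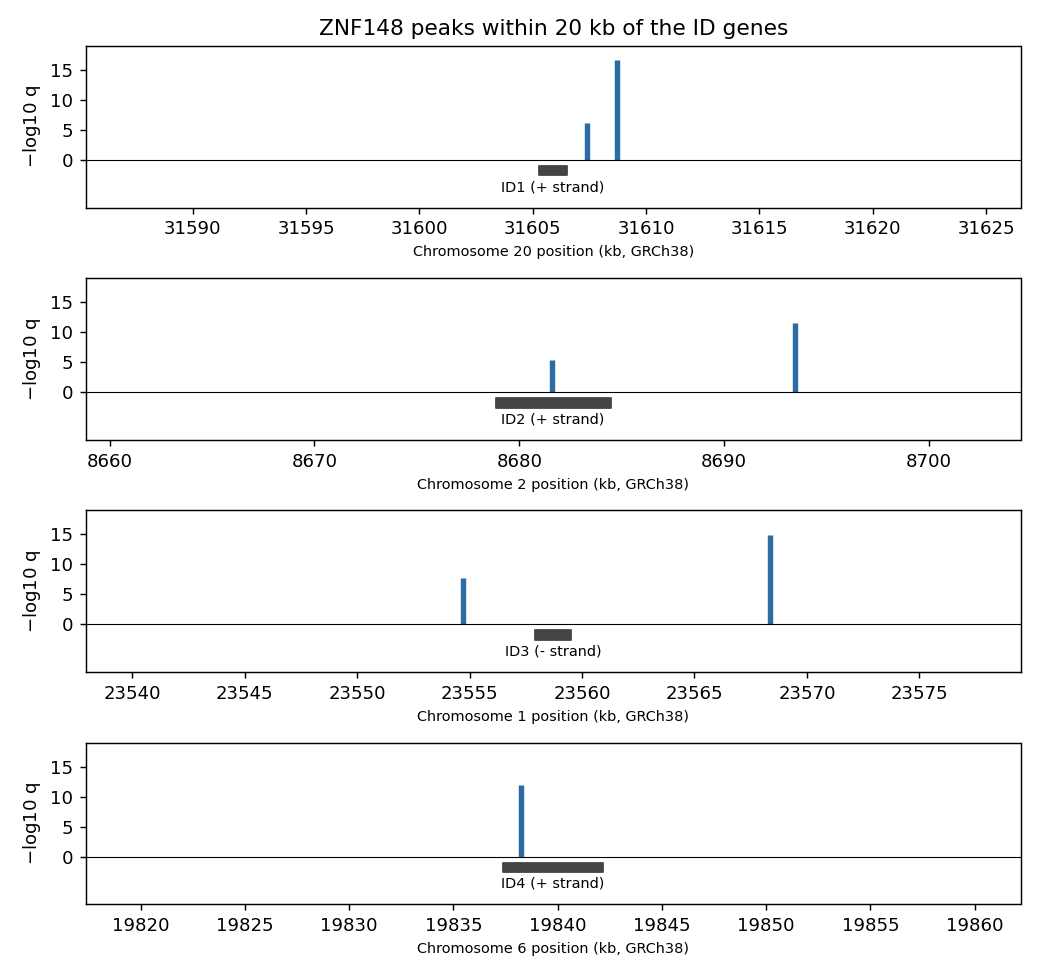
Score (−log10 q, vertical axis) of each listed peak within 20 kb of ID1, ID2, ID3 and ID4 against GRCh38 position in kb (horizontal axis), with a blue line at each summit and the gene body as a dark bar. The highest line belongs to ID1, at 16.6, and the lines at ID3 stand on either side of the gene, at 7.72 and 14.8.

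The 5 example loci ranged widely in rank, with a median of 2557. PPP2R5A (chromosome 1, 212285109 to 212285654) and DDR1 (chromosome 6, 30884065 to 30884587) both had a score of 39.8, with folds of 22.1 and 21.4 and ranks 726 and 736. Both were promoter peaks with summits in untranslated exon sequence. The PPP2R5A summit lay 86 bp after the gene start. The DDR1 summit lay 8040 bp after the gene start and 58 bp before a later TSS of DDR1. The CDIP1 peak (chromosome 16, 4538461 to 4538935) was a promoter peak with its summit in an intron, a fold of 14.5 and rank 2557. The BMP4 peak (chromosome 14, 53953391 to 53953715) was likewise a promoter peak with its summit in an intron, a fold of 14.6 and rank 2625. Its summit lay 5228 bp after the gene start and 78 bp before a later TSS of BMP4. The SMAD6 peak (chromosome 15, 66761138 to 66761349) was in the intron class, outside promoters, with a fold of 8.72 and rank 7282. ZNF148 carried a peak at its own promoter (chromosome 3, 125374908 to 125375403, untranslated exon sequence, fold 8.90, rank 7147). The ZNF281 peak (chromosome 1, 200409394 to 200409590) was a promoter peak with its summit in coding sequence, with a fold of 8.82 and rank 7743. The MYC peak (chromosome 8, 127733985 to 127734217) was in the upstream class, 1372 bp before MYC in an intron of the non-coding gene CASC11, with a fold of 8.93 and rank 5954.

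The highest-ranked peak (chromosome 3, 177196341 to 177198197, fold 42.0, score 92.2) was a promoter peak with its summit in an intron of TBL1XR1. Next came promoter peaks with summits in introns of CFL1 (chromosome 11, 65857638 to 65858283, fold 41.0), where the summit also fell in an intron of MUS81, and PHF21A (chromosome 11, 46119694 to 46120077, fold 39.9). Rank 5 was shared by promoter peaks with summits in coding sequence of PTMA (chromosome 2, 231710236 to 231710606) and in an intron of DPY19L1 (chromosome 7, 35037503 to 35037853), each with a fold of 39.6.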

Values the study reported

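The study reported 12,991 genomic sites occupied by ZNF148. It placed 56% of them in promoters, 13% in intergenic sequence, 15% in introns and 15% upstream of genes.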

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

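The tests in this part were chosen after the result was seen. The comparisons of the report did not describe the local control value behind each peak on its own. It entered the fold and the alternatives with an added control fragment, and it could be worked out from the deposited fold and pileup. That value was above its genome-wide floor of 0.217 at 7289 peaks, or 48.3%. It was 2 or more fragments over the summit at 248 peaks (1.64%). A first explanation is random scatter of a sparse control. In a simulated uniform control with the same mean depth, 16.2 fragments per 10 kb, 68.9% of 100000 positions were above the floor, above the observed share. With 50% of that depth the simulated share was 24.4%, under the observed one, so the comparison depends on the depth assumed. The simulation also left out that the caller prefers sites with little control signal. A uniform control would give all chromosomes the same share. The share ran from 24.2% on chromosome X (426 peaks, 95% Wilson interval 20.4 to 28.5) to 72.6% on chromosome 6 (980 peaks, 69.7 to 75.3). Its chi-square statistic over the chromosomes was 748.1 (permutation test, p = 1e-05, the smallest that 100000 resamples can give), so scatter of a uniform control did not account for the difference between chromosomes. Neighbouring peaks share control fragments, which this test left out. A second candidate explanation is the copy number of chromosomes in the cell line. Across the 23 chromosomes the share above the floor rose with the number of peaks per protein-coding gene, with Spearman's rho of 0.684 (permutation p = 0.00056, adjusted 0.00112 over 2 relations) and Pearson's r of 0.723 (permutation p = 0.00014, adjusted 0.00028). Without chromosomes 6 and X, r was 0.668 and rho 0.616. Chromosomes are not replicate samples. How much scatter adds to the overall share cannot be told from these values. Copy number remains a candidate explanation of the difference between chromosomes, but it was not measured, and no biological explanation was tested.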

How the results depend on the processing

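Across 8 results, 33 alternatives gave a value, of which 3 used an added control fragment and were chosen after seeing the data. In 31 of them the result kept its direction and its side of the threshold, or a count stayed within 1.5 times the first one. The promoter share stayed above its redraws in all of its settings, from 37.3% with 1 TSS per gene to 71.9% among the top 1500 peaks. The odds ratio of CCCTCCCC ran from 5.80 to 58.8. The number of peaks ran from 11895 to 14737 and the number of genes with a promoter peak from 5999 to 7703. With the added control fragment the promoter share was 56.2% and the odds ratio 8.49.

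The remaining 2 alternatives moved a value. The place of ID3 among the ID genes went from 3 to 2 with a window of 20 kb, through a further peak upstream of the gene. The median rank of the example loci went from 2557 to 2489 when ranked by fold; the middle locus changed from CDIP1 to BMP4, which stands ahead of CDIP1 by fold and behind it by score. A window of 1 kb gave ID3 no peak, so that alternative has no value. In that window ID1 fell from rank 3964 to 11304, behind ID4 at 5964.

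No paired analysis was possible because the list holds no values per repeat. Leaving out each repeat was not run for the same reason. The number of fragments limits the order of the ID genes, whose neighbouring intervals overlap.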

Other observations

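In this part the tests of other factors' sites, of the C-rich strings in peaks with an AP-1 string, and of gene density were chosen before their results were seen, and the remaining tests after. The AP-1 test arose from the test of other factors' sites. The scan of 8-mers and the peak numbers per chromosome had been seen before any of these tests was chosen.

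The upstream share here was 4.93%. That is lower than the value quoted from the study above. The intron share here was 20.6% and the intergenic share 18.04%. Both are higher than the values quoted from the study above. The upstream class here took only summits left after promoters, exons and introns, so the classes need not match.

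The excess of CCCTCCCC at summits was weighed against base composition and against a general recovery of regulatory sites. Base composition alone would give strings of 7 C and 1 T the same odds ratio, but these ran from 2.56 to 15.2, the highest for CCTCCCCC. With the list divided into 5 equal parts by score, the strongest part had the string in 37.9% of peaks (95% Wilson interval 36.2 to 39.6), and the weakest part in 26.9% (25.3 to 28.5), which describes the list and bears on neither explanation. General recovery of regulatory sites would raise sites of other factors too. Outside promoters the AP-1 string TGACTCA was present in 8.92% of peaks and 1.11% of matched windows, an odds ratio of 8.71 against 11.4 for CCCTCCCC (Fisher's exact test, adjusted p = 1.48e-109 over 12 tests). The other 5 sites had odds ratios from 0.499 to 4.01 there, the highest for ETS, which rested on 12 peaks and 3 windows (Fisher's exact test, adjusted p = 0.0601). In promoters, 5 of the 6 sites were more frequent in peaks than in matched windows at an adjusted p under 0.05 (Fisher's exact test). The odds ratios there were 2.88 for AP-1, 2.22 for YY1, 1.67 for ETS, 1.49 for NF-Y and 1.27 for the E-box, against 6.79 for CCCTCCCC, and NRF1 had 1.298 (Fisher's exact test, adjusted p = 0.198), or 1.89 in a first draw of matched windows (adjusted p = 0.00226). Recovery of AP-1 sites alone did not account for the C-rich excess, since peaks outside promoters without TGACTCA held at least 1 of the 8 C-rich strings with an odds ratio of 8.11 over their matched windows. How far other regulatory sites, not tested here, add to the excess of CCCTCCCC cannot be told from these values. These calls varied with the background: the first draw gave 8.18 for AP-1, 1.09 for ETS and 0.322 for NRF1 (Fisher's exact test, adjusted p = 0.00226), outside promoters, where the windows used in the report gave 0.499 for NRF1 (adjusted p = 0.12).

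The AP-1 string was also tested against the C-rich strings. If its peaks were regulatory sites without a C-rich string, the 8 strings would be no more frequent in them than in their matched windows. Of the 618 peaks outside promoters with TGACTCA, 33.0% held at least 1 of the 8 strings (95% Wilson interval 29.4 to 36.8), against 7.28% of their matched windows (5.49 to 9.60). In the 6309 peaks outside promoters without TGACTCA, the share was 44.8% (43.5 to 46.0), against 9.08% of matched windows. The odds ratio was 6.27 in the peaks with TGACTCA and 8.11 in those without it, and the difference between them was not tested. A hypothesis is that ZNF148 and AP-1 may share part of their sites outside promoters in these cells. Direct binding and recovery of open sites were not separated, and AP-1 binding was not measured.

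The E-box CACGTG of MYC and MAX was present in 3.09% of promoter peaks and 2.44% of matched windows, an odds ratio of 1.27 (Fisher's exact test, adjusted p = 0.0311), and in the first draw the odds ratio was 1.21 (adjusted p = 0.0707). Outside promoters the odds ratio was 1.17 in both draws (Fisher's exact test, adjusted p = 0.262).

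The number of peaks per protein-coding gene ran from 0.477 on chromosome 13 to 1.09 on chromosome 20. Gene density was set against this over 23 chromosomes. Spearman's rho with genes per Mb was 0.257 (permutation p = 0.235, adjusted 0.235 over 2 relations) and Pearson's r was 0.178 (permutation p = 0.425). Without chromosomes 17 and 19, r was 0.152. The gene count enters both measures, so this relation cannot tell whether gene density plays a part. No biological explanation was tested.

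No listed summit lay within 1 kb of ID3. The best peak within 20 kb had a score of 14.8 and the best within 5 kb a score of 7.72. A wider window cannot change the absence within 1 kb, so these values do not account for it, and no biological explanation was tested. The study described binding over the body and promoter of ID3. Whether it used this version of the list could not be told, so the absence holds for this list only.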
